A study of Arabidopsis thaliana with 4 samples. Its data were reported in "Dynamics of Membrane Potential Variation and Gene Expression Induced by Spodoptera littoralis, Myzus persicae, and Pseudomonas syringae in Arabidopsis" (2012).

How the data were processed

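Rosette leaves of Arabidopsis thaliana Col-0 were sampled 5 h after aphid feeding or after mechanical damage. Per the labels, the plants grew for 22 days at 23°C with 16 h light and 8 h dark, and 500 ng of total RNA per sample was labelled with Cy3 (damage) or Cy5 (aphid). The 4 arrays form 1 group, with no dye swap. Scanner output of the 4 arrays and the series' value table were used.

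The authors scanned the arrays and extracted the spots with Agilent Feature Extraction version 9.5.1.1, as the file headers and the submitters' processing notes say. The deposited intensity values are the mean brightness of each spot and the median brightness of its surround, per channel, uncorrected. Per the file headers, the processed signal intensity was background-subtracted with spatial detrending and dye-normalized within the array, and the log10 ratio is that of red over green processed signals. The headers give 1 scan pass and no extended dynamic range extraction, whereas the study's methods describe an extended range. The other deposited columns used are flags of 0 or 1 for signal above background, saturation and outlier spots. In the series' value table the authors gave the same log10 ratio, uncentred beyond the dye normalization, with red over green as direction. Its values equalled the scanner column (largest difference 0) and each column's median was 0. From 24.3% to 27.0% of all spots other than controls have a value of exactly 0 in it.

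Background was corrected with limma's normexp and an offset of 50 on the spot means and median surrounds, followed by loess within each array with control spots at weight 0. Outlier spots (2 to 48 per array) were given no value, while dim and saturated spots stayed, and the latter were left out in an alternative. Spots of a probe were averaged, which left 37478 probes. Of these, 26236 carry an Arabidopsis locus name (AGI code) and 11242 do not. A gene is the locus, measured by its probe with the highest mean intensity, which gave 25665 genes. For 541 genes with several probes, 33 had a probe past the thresholds, none had probes past them in opposite directions, and for 14 all probes passed in one direction. The probes of 230 genes list several loci. Symbols came from the RefSeq table of assembly GCF_000001735.4 (TAIR10.1), used for names only, which matched 25449 genes. Other genes keep their locus name. Probe coordinates are those of the array design, whose build is not given in the sources used here.

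Log2 ratios (aphid over damage) were tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3 (statmod 1.5.0, the data.table package 1.17.8, jsonlite 2.0.0), with Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05 and a fold of at least 2, the thresholds of the study. Lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. Of 707 list genes, 1 was not measured. The genes named are the 10 with the largest ratio in each direction among called genes that share a sign on all 4 arrays and are well above background in the brighter channel, up to 3 called members of each list past the threshold with 1 in the other direction, the genes measured by qPCR with their 4 references and the genes quoted from the study, and the largest member of each marker list and of each list not past the threshold. This rule gave 104 genes, of which 42 were called higher and 55 lower. The genes quoted from the study and members named outside the rule were chosen after their values were seen.

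Before averaging, the arrays were compared with one another, with the spread of 23 probes spotted 10 times each, and with their slides and scan days. Slides held 1, 2 and 1 arrays, and scan days 1 and 3. The pairing of arrays came from this comparison, not from the labels, and was chosen after the data were seen. Whether the labelled replicates are separate plants is not told by the values, and p-values over 4 arrays measure in part the spread of hybridisation.

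Each step was tested on simulated data with the real features and 200 changed genes. With 4 independent arrays, 93.0% of genes changed by 1.5 log2 units and 98.0% of those changed by 3 were recovered, with 0 unchanged genes called among 25665. With arrays in 2 pairs, the 4-array test recovered 96.0% and 100% but 28 unchanged genes were called (12.5% of calls), and the test on averaged pairs recovered 0% and 63.0% with 1 unchanged gene called (1.56%). Over the 4 real arrays 9475 genes had a limma adjusted p under 0.05 at any fold, far more than the 200 changed here. The adjustment is stricter with fewer changed genes, so these shares do not carry over to the real calls.

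Alternatives for the background, the normalization, the filter on dim probes, outlier and saturated spots, the probe rule, the value table, the fold threshold, the eBayes prior, the treatment of channels and each left-out array were written before the data were examined. The averaged pairs, random blocks for pair and scan day, and the test of every probe were added after seeing the data. No other columns of per-sample values were used.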

Results

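RNA from rosette leaves of 22-day-old wild-type Arabidopsis (ecotype Col-0) was compared on 4 two-colour oligonucleotide arrays. On each array, RNA of leaves fed on by the aphid Myzus persicae carried the red dye (Cy5), and RNA of leaves punctured with a glass micropipette, the mechanical control, carried the green dye (Cy3). All leaves were harvested 5 h after treatment. The labels describe the arrays as 4 biological replicates of 1 group. Each array held 37685 spots other than controls, and from 51.9% to 55.2% of them were well above background in the damage channel and from 57.7% to 61.1% in the aphid channel. The number of arrays limits the precision of every value below.

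The 4 arrays fell into 2 pairs. Across genes, which are not independent replicates, the log2 ratios correlated at r = 0.966 between arrays 1 and 3 and at r = 0.963 between arrays 2 and 4, but only at r = 0.786 to 0.797 between arrays of different pairs. Among bright probes, the SD of the log2 ratio between arrays of a pair was 0.082 for arrays 1 and 3 and 0.064 for arrays 2 and 4, against 0.057 among repeated spots within an array and 0.28 to 0.29 between arrays of different pairs. The arrays of a pair thus differed by about the noise of the spots, so each pair was counted as 1 replicate, and values are given below as the mean ± SD of the pair means (n = 2). The methods of the study state that technical replicates were handled as if they were biological. The test fixed beforehand treats the 4 arrays as separate, so counts with the pairs averaged stand beside its counts.

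**Figure D1:**
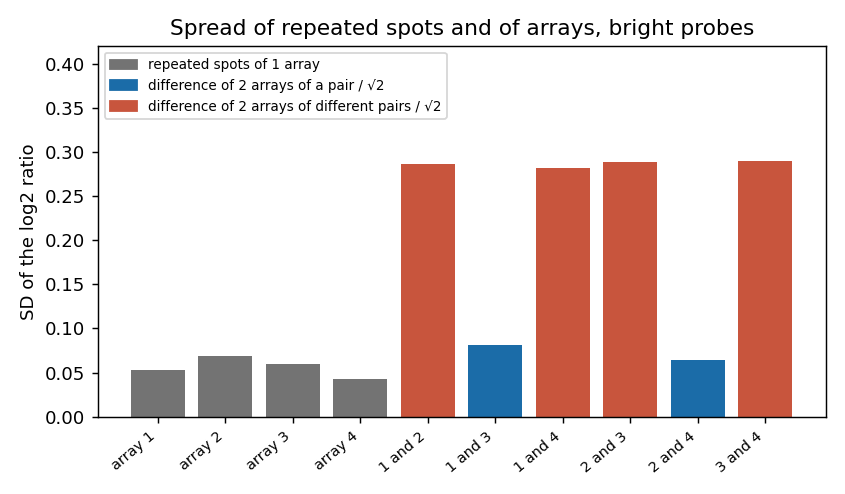
SD of the log2 ratio (aphid over mechanical damage) among repeated spots of 1 array (grey) and between 2 arrays, as the SD of the difference over the square root of 2, for probes with a mean log2 intensity above 8. The 2 bars for arrays of a pair (blue) lie near the grey bars, and the 4 bars for arrays of different pairs (red) lie between 0.28 and 0.29.

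The comparison asked which leaf genes respond to aphid feeding beyond the response to a puncture. By a list test with a preset correlation between genes, lists of anthocyanin synthesis, of jasmonate metabolism and signalling, and of the rapid response to elicitors were shifted downward in aphid-fed leaves. By the same test, lists of auxin-responsive SAUR genes, of iron deficiency and of markers of young cells, xylem and the guard cell lineage were shifted upward. None of these lists passed with an estimated correlation, where the lowest adjusted p was 0.0664. The germin-like gene GER3 was 41.5-fold higher, and DFR, which encodes the dihydroflavonol reductase of anthocyanin synthesis, was 27.7-fold lower. With limma's moderated test, 660 genes were called higher and 762 lower out of 25665, at an adjusted p under 0.05 and a fold of at least 2. With the array pairs averaged, 558 higher and 562 lower genes remained, all of them among the former. Of the called genes, 49 had a saturated spot on at least 1 array. For 4 of them both channels were saturated on every array, so that their ratios carry no measure of a difference. With saturated spots left out, 642 genes were called higher and 761 lower. At least 4-fold differences were seen for 85 higher and 145 lower genes. No dye swap was made, so a dye bias of a gene adds to its ratio. When the ratios were only centred on the median of each array, in place of the loess curve, 3057 genes were called higher and 325 lower, so that 90.4% of calls were higher against 46.4% in the main analysis, and the median log2 ratio of all genes was 0.34 against -0.0071.

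GER3 (AT5G20630) gave the largest log2 ratio among the called genes at 5.38 ± 0.54 (SD, n = 2 array pairs). Its limma adjusted p was 2.2e-05 with the 4 arrays taken as separate and 0.0172 with the pairs averaged. Its aphid channel was saturated on 2 arrays, and the ratio was 5.75 with saturated spots left out. GER3 was higher in the study's qPCR as well, at a smaller fold than on the study's arrays. Its probe lies on chromosome 5 from 6975320 to 6975379 in the coordinates of the array design, whose genome build is not given in the sources used here. The expansin EXPA8 (AT2G40610, chromosome 2, probe 16956285 to 16956344) followed at 4.64 ± 0.24, and the gibberellin-regulated GASA6 (AT1G74670) at 4.45 ± 0.43. Further strongly up-regulated genes were AT4G18970, which encodes a GDSL lipase (4.23 ± 0.32), AT3G05730 (3.95 ± 0.24), AT3G16670 (3.94 ± 0.06, its damage channel well above background on 2 of the 4 arrays), AT5G48490 of the lipid transfer protein family (3.93 ± 0.47) and AT4G02850 (3.78 ± 0.14). AT2G14247 was at least 12.9-fold higher, since its probe was not well above background in the damage channel on any array. Such a bound sets the mean aphid signal against the lowest signal of probes well above background, and stays open to dye bias.

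Among the lower genes, DFR (AT5G42800, chromosome 5, probe 17181588 to 17181647) had a log2 ratio of -4.79 ± 0.19 (SD, n = 2 array pairs). Its limma adjusted p was 1.0e-05 with the 4 arrays taken as separate and 0.0172 with the pairs averaged. DR4, which encodes a protease inhibitor, stood at -4.42 ± 1.30 and AT4G22870, an anthocyanidin synthase-like gene, at -4.40 ± 0.24. AT1G54020, annotated as a myrosinase-associated protein, had a log2 ratio of -4.16 ± 0.20. The ratios of AT5G52390 (-4.06 ± 0.85), AT5G10625 (-4.02 ± 1.12), AT3G28270 (-3.97 ± 1.05) and the thionin THI2.1 (-3.81 ± 0.92) varied more between the pairs. AT5G10625 was lower in the study's qPCR too, at nearly the same fold as on the study's arrays. For IMS2 (AT5G23020), an enzyme of methionine chain elongation in glucosinolate synthesis, the pairs gave -6.10 and -1.83, and the gene was not called with the pairs averaged (adjusted p = 0.13). IMS2 also lost its call without replicate 1 (-3.25, adjusted p = 0.055), without replicate 3 (-3.26, 0.052) and with the deposited value table (-4.87, 0.10).

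**Figure D2:**
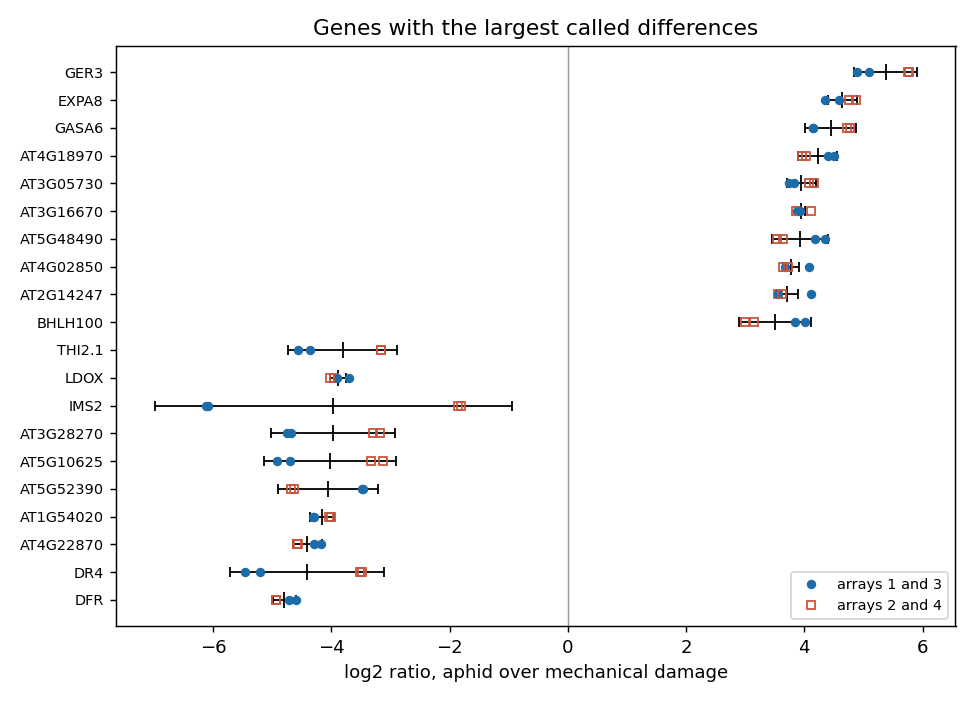
Log2 ratio (aphid over mechanical damage) of the 10 genes with the largest positive and the 10 with the largest negative values among called genes, one point per array. Black bars are the mean ± SD of the 2 array pairs, from 5.38 for GER3 to -4.79 for DFR. The 2 pairs differ most for IMS2, at -6.10 and -1.83.

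Gene lists fixed before the data were examined, but after the study was read, were tested with camera. Of 38 lists, 28 passed an adjusted p of 0.05, 12 higher and 16 lower, and 29 passed with the pairs averaged. The lower ones include photosynthesis, whose spots were mostly saturated. Passing with camera does not need every array to agree. Over the 4 arrays, 26 lists passed with the sign of array 3 turned, which sets it against array 1 of its own pair. With the signs of arrays 2 and 4 turned, which sets one pair against the other, 2 lists passed. None of the 38 lists passed when camera estimated the correlation between genes, where the lowest adjusted p was 0.0664 (0.45 with the pairs averaged). The lists at 0.0664 all had a negative estimate, from -0.025 to -0.022, which is below the preset correlation. This argues against a higher correlation between genes as the reason why these lists lost their call. Other lists had estimates above the preset one, such as 0.86 for the xylem markers. The reason for the loss was not tested. By fry, which asks whether the genes of a list move one way without comparing them with other genes, 33 lists passed over 4 arrays and 2 over the pairs. Among the 33 were 6 that did not pass with camera, namely salicylate, ethylene and jasmonate together, gibberellin, shade, UGT73 and UGT74, and the morning clock. Counts of called members adjusted over the list alone equalled those over all genes, except for the list of shade genes with 1 in place of 2. In the counts of list members below, higher and lower mean called higher and called lower. Medians differed between the pairs for several lists. Among them were senescence (-1.20 and -0.73), dark and sugar starvation (0.37 and 0.94), ethylene and jasmonate together (-0.71 and 0.0034) and shade (-0.24 and 0.31).

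The flavonoid and anthocyanin list moved farthest downward. None of its 28 measured members was called higher and 17 were called lower, 17 also with the pairs averaged, and 2 lay above 0. The median log2 ratio was -1.86 (camera adjusted p = 1.2e-15, 0.0664 with an estimated correlation). Beside DFR, the anthocyanidin synthase LDOX stood at -3.89 ± 0.13 and the flavonoid hydroxylase TT7 at -3.70 ± 0.22 (SD, n = 2 array pairs). The glucosyltransferase UF3GT (AT5G54060) had a log2 ratio of -3.57 ± 0.20 and the activator MYB113 one of -2.07 ± 0.15.

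Of 20 genes of jasmonate metabolism, 12 were called lower and none higher (8 lower with the pairs averaged), and 2 lay above 0, with a median of -1.18 (adjusted p = 9.4e-09, 0.0664 with an estimated correlation). The pairs differed here, with medians of -1.49 and -0.87. Among the 12, LOX2 was saturated in both channels on every array and AOS in the damage channel on every array, and their ratios are not read as measured. CYP94B3 and CYP94B1, which oxidise the active hormone, were 7.96-fold and 7.95-fold lower, and AOC1 of the synthesis pathway had pair means of -3.14 and -1.32 and was not called with the pairs averaged. Among 12 JAZ repressors, 8 were lower in either fit, with a median of -1.42 (adjusted p = 1.8e-08, 0.138 with an estimated correlation), led by JAZ10 at -2.43 ± 0.25, TIFY7 at -2.20 ± 0.37 and JAZ5 at -1.96 ± 0.24. Of 12 jasmonate-responsive genes, 7 were lower (5 with the pairs averaged), with a median of -1.28 (adjusted p = 3.4e-07, 0.0707 with an estimated correlation), among them THI2.1 and JR1 (-3.09 ± 0.20). The list of genes that respond to ethylene and jasmonate together did not pass, with an adjusted p of 0.21 (median -0.35, or 0.27 with median centring only), although ERF1 (-1.87 ± 0.08) and TI1 (-1.34 ± 0.54) were called lower, TI1 not with the pairs averaged.

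Of 35 genes that respond early to elicitors, 18 were lower and 1 higher (17 and 1 with the pairs averaged), with a median of -1.02 (adjusted p = 9.4e-12, 0.0664 with an estimated correlation). WRKY53 had a log2 ratio of -2.98 ± 0.23, the zinc finger genes STZ and ZAT6 -2.21 ± 0.32 and -2.17 ± 0.56, and WRKY17 was the higher one at 1.02 ± 0.08, or 0.99 without replicate 4. Salicylate genes went both ways: of 29, 3 were higher and 7 lower, and the list did not pass (adjusted p = 0.62), with a median of 0.10 and a mean of -0.04. Lower here and in the deposited value table were EDS5, BSMT1 (-1.60), MES9 (-2.49), PR5 (-1.29) and JMT (-0.95, not called), picked after their values were seen. Their direction opposes the one the study gives for these genes. Of the 8 genes looked up from that group, these are 5, and the other 3, ANK (1.66), NIMIN1 and PCC1, were higher. Those had the same direction as in the study. The group the study names is longer and was not tallied as a whole. NIMIN2 and LURP1 (1.14) of it were higher here too, and others were not compared. By fry the salicylate list was lower, with an adjusted p of 0.0095 over 4 arrays and 0.295 with the pairs averaged. The higher ones were NIMIN1 (2.32 ± 0.40), PCC1 (1.65 ± 0.24, its aphid channel saturated on 3 arrays) and NIMIN2 (1.09 ± 0.34), and the glucanase PR2 had the largest fall at -2.59 ± 0.36. For touch and calcium genes the median was -0.38 (adjusted p = 0.23), or 0.23 with median centring only, and CML38 (-1.83 ± 0.52) and CML37 (-1.09 ± 0.41) were lower, CML37 not with the pairs averaged.

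Among genes of indole glucosinolates and camalexin, 6 of 15 were lower (5 with the pairs averaged), with a median of -0.66 (adjusted p = 1.1e-05, 0.117 with an estimated correlation). CYP81F4, which modifies indole glucosinolates, had a log2 ratio of -3.35 ± 0.23, and the camalexin enzyme PAD3 one of -1.58 ± 1.15, while CYP71A13 was 2.83-fold lower and PAD3 was not called with the pairs averaged. Of 22 genes of aliphatic glucosinolates, 4 were lower (3 with the pairs averaged), namely IMS2, the transporter GTR1 (-1.21 ± 0.20), the FMO gene AT1G62540 (-1.09 ± 0.11) and BCAT4 (-1.03 ± 0.29). Their median was -0.72 (adjusted p = 1.4e-08, 0.0707 with an estimated correlation), but 0.0032 with median centring only (adjusted p = 0.12). GTR1 and AT1G62540 then stood at -0.53 and -0.52 and were not called. In the glutathione S-transferase list 4 of 22 were lower (2 with the pairs averaged, median -0.47, adjusted p = 0.00028, 0.117 with an estimated correlation), with GSTF6 at -3.14 ± 0.32, GSTU4 at -1.49 ± 0.69, GSTF7 at -1.14 ± 0.06 and GSTU7 at -1.04 ± 0.41. Of 55 MATE transporters, 7 were lower and none higher (5 with the pairs averaged, median -0.20, adjusted p = 0.00029, 0.216 with an estimated correlation), among them AT4G21910 (-2.28 ± 0.45) and the salicylate transporter EDS5 (-1.41 ± 0.02), which was not called with median centring only (-0.82). The UGT73 and UGT74 glycosyltransferases did not pass over the 4 arrays (4 of 16 lower, adjusted p = 0.066), but had an adjusted p of 0.044 with the pairs averaged, 0.034 with plain background subtraction, 0.0496 without background correction, 0.0015 with median centring only, and 0.047 and 0.042 without replicate 1 and without replicate 2, and UGT73B5 had the largest difference at -1.35 ± 0.27.

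Of 34 SAUR genes, 20 were higher and none lower (16 with the pairs averaged), with a median of 1.44 (adjusted p = 9.4e-12, 0.216 with an estimated correlation). SAUR29 stood at 2.56 ± 0.20, AT4G34770 at 2.14 ± 0.21 and SAUR68 at 2.10 ± 0.30. Of 28 Aux/IAA genes, 6 were higher (4 with the pairs averaged, median 0.17, adjusted p = 0.015, 0.216 with an estimated correlation), led by IAA19 at 1.58 ± 0.09, IAA5 at 1.56 ± 0.62 and IAA6, 2.83-fold higher with its damage channel well above background on 3 arrays, of which IAA5 was not called with the pairs averaged. In the list of auxin metabolism, with a median of 0.18 (adjusted p = 0.0061, 0.147 with an estimated correlation), GH3.17 was the 1 called gene of 16, at least 2.50-fold higher. With median centring only, the median of that list was 0.41 and it did not pass (adjusted p = 0.33). Expansins, which loosen cell walls, had 8 of 28 members higher and EXLB1 lower at -1.40 ± 0.40, the same numbers with the pairs averaged, and a median of 0.34 (adjusted p = 1.6e-05, 0.147 with an estimated correlation). EXPA1 (2.39 ± 0.27) and EXPB1 (2.30 ± 0.11) followed EXPA8. Of 23 xyloglucan hydrolases, 6 were higher and XTH24 lower (5 and none with the pairs averaged, median 0.32, adjusted p = 0.010, 0.147 with an estimated correlation), with XTH4 at 1.80 ± 0.40 and XTH6 at 1.41 ± 0.13. Their median was 0.94 with median centring only, where the list did not pass (adjusted p = 0.17). Gibberellin genes went both ways, 6 higher and 5 lower of 28, and did not pass (adjusted p = 0.11), but had an adjusted p of 0.036 with the scanner software's processed signals and 0.044 with the deposited value table. Genes of shade avoidance did not pass either (adjusted p = 0.29, but 0.033 with median centring only), with IAA19 and IAA29 (1.22 ± 1.27) called higher, IAA29 not with the pairs averaged.

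Markers of dividing and young cells had a median of 0.57 (2 of 12 higher, adjusted p = 2.4e-05, 0.216 with an estimated correlation), with the cyclins CYCD3;1 at 1.18 ± 0.41 and CYCA1;1 at 1.05 ± 0.33, the latter at 0.97 without replicate 1 and without replicate 3. The markers of xylem had a median of 0.72 (adjusted p = 7.8e-05, 0.283 with an estimated correlation), with XCP1 at 1.96 ± 0.22 and XCP2 at 1.11 ± 0.51, or 0.99 without replicate 1 and without replicate 3. XCP2 was not called with the pairs averaged (adjusted p = 0.064). The guard cell lineage had a median of 0.49 (adjusted p = 0.00029, 0.216 with an estimated correlation), with SDD1 at 1.52 ± 0.44 and TMM at 1.41 ± 0.22. For epidermis the median was 0.28 (adjusted p = 0.046, 0.216 with an estimated correlation), with PDF1 at 1.98 ± 0.81 as the 1 called gene. Its damage channel was well above background on 2 of the 4 arrays. PDF1 was not called with the pairs averaged (adjusted p = 0.051), and the list did not pass without replicate 2 (adjusted p = 0.065) or 4 (0.061). It did not pass either with plain background subtraction (0.060), without background correction (0.055), with probes well above background (0.083) or with saturated spots left out (0.053). The phloem list (adjusted p = 0.22, SEOR1 1.07 ± 0.26) and the trichome list (adjusted p = 0.91, TRY 0.83 ± 0.17, not called) did not pass. TRY was called with the scanner software's processed signals and the deposited value table (1.04 in both) and with median centring only (1.27).

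Iron-deficiency genes formed the list with the highest median, 1.72, with 10 of 14 higher and none lower in either fit (adjusted p = 2.8e-08, 0.138 with an estimated correlation). The regulator BHLH100 was at least 10.9-fold higher, and AT1G47395 and AT1G47400, which encode the small IRON MAN peptides, stood at 3.48 ± 0.06 and 3.43 ± 0.39. Of 8 iron storage and transport genes, 3 were lower (1 with the pairs averaged, median -0.77, adjusted p = 0.0088, 0.216 with an estimated correlation), with ferritin FER1 at -2.71 ± 1.02, YSL1 at -1.68 ± 0.69 and AT1G21140 at -1.06 ± 0.44, the last at -0.97 without replicate 1 and -0.95 without replicate 3. With the scanner software's processed signals, the median of that list was -1.22 and it did not pass (adjusted p = 0.098). Genes of fatty acid synthesis and desaturation were higher in 7 of 26 cases and lower in none (6 with the pairs averaged, median 0.57, adjusted p = 9.6e-08, 0.183 with an estimated correlation). The desaturase ADS1 was at least 10.4-fold higher, FAD8 stood at 2.38 ± 0.37 and the acyl carrier protein ACP4 at 1.89 ± 0.29.

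Senescence genes were lower in 8 of 15 cases (4 with the pairs averaged), with a median of -1.06 (adjusted p = 2.9e-07, 0.216 with an estimated correlation), led by NAC019 at -2.47 ± 0.40 and SAG13 at -2.43 ± 0.17. Of 22 genes of abscisic acid and dehydration, 5 were lower (2 with the pairs averaged, median -0.71, adjusted p = 3.5e-06, 0.283 with an estimated correlation), namely RD26 (-2.09 ± 1.02), HB-7 (-1.77 ± 0.62), HAI1 (-1.21 ± 0.59), COR47 (-1.19 ± 0.35) and CYP707A3, just past the fold threshold. Heat shock genes had a median of -0.18 (adjusted p = 0.0012, 0.138 with an estimated correlation), with HSP70 (-2.14 ± 0.81) and HSP90.1 (-1.48 ± 0.29) lower out of 19. Genes of dark and sugar starvation had a median of 0.77 (adjusted p = 0.013, 0.216 with an estimated correlation), with DIN10 at 1.81 ± 0.06 and SEN1 at 1.54 ± 1.59 higher and BCAT-2 at -3.54 ± 1.09 lower. With median centring only, the median was 0.94 and the list did not pass (adjusted p = 0.070). SEN1 was not called with the pairs averaged (adjusted p = 0.21), nor without replicate 2 (1.16) or replicate 4 (1.17). It also lost its call with plain background subtraction (adjusted p = 0.062), without background correction (0.056), without the offset (0.085), with the processed signals (0.068), with the deposited value table (0.15) and with the channels as independent samples (0.086). Photosynthesis genes gave no usable list value, since 35 of the 39 had saturated spots on every array and 4 kept a value on every array without them, too few for the list test. The list's median of -0.54 (adjusted p = 0.0061, 0.607 with an estimated correlation, and 0.060 with the processed signals) turned to 0.30 with median centring only. Of the unsaturated members, PSAH2 was called higher at 1.23 ± 0.11. No clock gene was called, and the medians were -0.33 for the morning list (adjusted p = 0.17), or 0.16 with median centring only, and -0.09 for the evening list (adjusted p = 0.62), or 0.61 with median centring only.

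**Figure D3:**
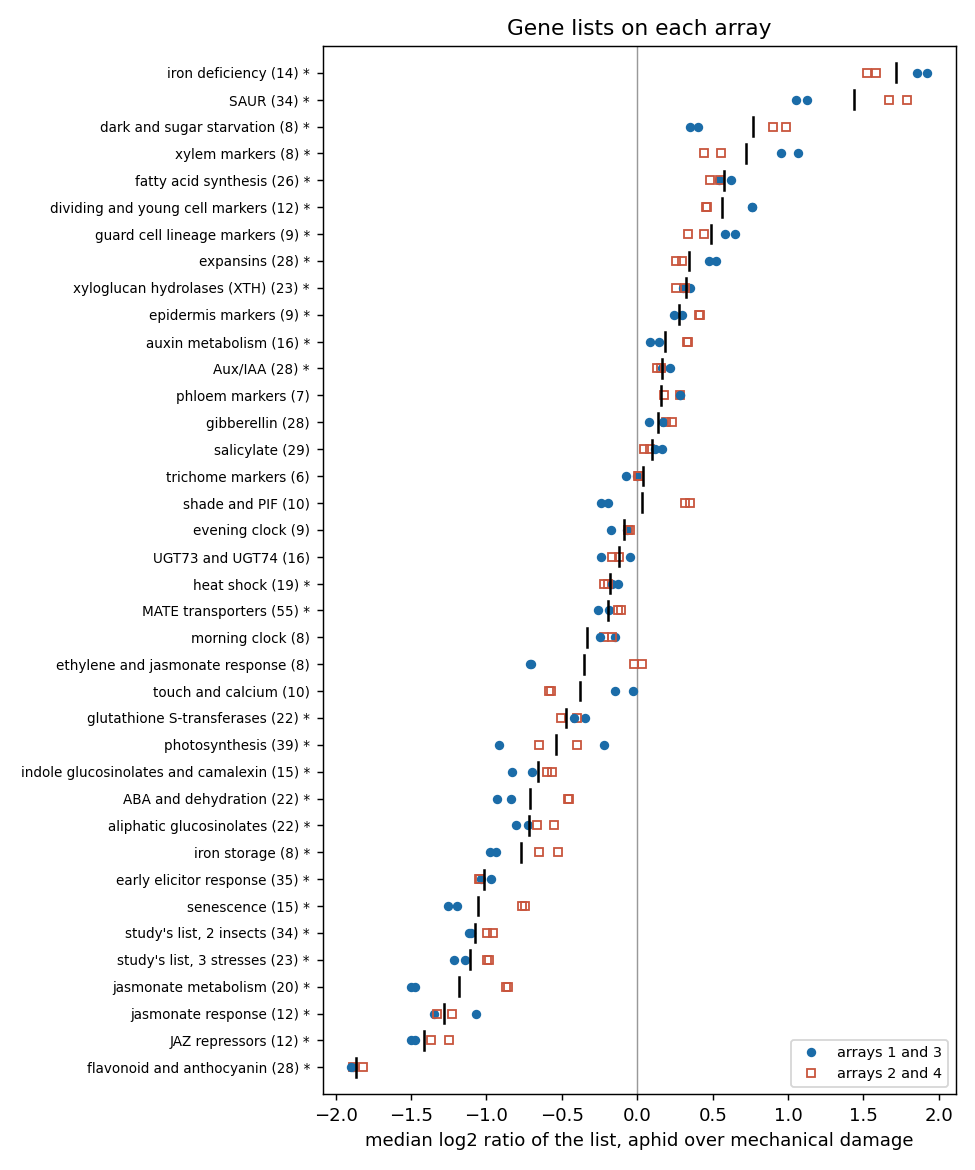
Median log2 ratio (aphid over mechanical damage) of each of the 38 gene lists, one point per array, with the median of the gene means as a black line, the number of measured members in parentheses, and a star for a camera adjusted p under 0.05. Iron deficiency lies highest at 1.72 and flavonoid and anthocyanin lowest at -1.86, and photosynthesis, mostly saturated, turns to 0.30 with median centring only.

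The study chose 2 of the lists on these arrays, so that their direction is not independent evidence. The other lists were fixed after the study was read. It had reported from these arrays, among others, mostly lower flavonoid, jasmonate, MATE transporter and chitin-responsive transcription factor genes. WRKY53 and STZ of the early elicitor list are among the last of these. Lower UGT73 and UGT74 members and mostly higher SAUR, Aux/IAA, expansin and fatty acid genes were reported too, so those directions are not independent either. The list shared by 3 stresses had 14 lower and 1 higher of 23 (13 and 1 with the pairs averaged, median -1.11, adjusted p = 8.8e-10, 0.0664 with an estimated correlation), with AT4G29690 at -2.81 ± 0.21 lower and AT5G45000 at 1.07 ± 0.25 higher. The list shared by 2 insects had 19 lower and 4 higher of 34 (18 and 4 with the pairs averaged, median -1.07, adjusted p = 4.0e-07, 0.147 with an estimated correlation). In it NAC090 stood at -2.84 ± 0.29, AT4G36850 at 3.30 ± 0.29 (damage channel well above background on 3 arrays) and BT2 at 2.68 ± 0.51. The alcohol dehydrogenase ADH1 (AT1G77120) was lower at -1.01 ± 0.35, just past the fold threshold, and at -0.92 without replicate 1 and -0.94 without replicate 3. It had -0.39 with median centring only and was not called (adjusted p = 0.058). That direction opposes the one the study gives for this gene. The 4 reference genes of the qPCR had log2 ratios of -0.34 for GAPC2, 0.0046 for UBP6, 0.22 for AT4G11380 and 0.25 for AT5G19510, and were not called. The aphid channel of GAPC2 was saturated on every array, so its ratio is not read as measured. With median centring only these genes had 0.50, 0.68, 0.85 and 1.04, and AT5G19510 was called (adjusted p = 0.016).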

Values the study reported

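The study reported 1840 genes that passed its thresholds for aphid feeding, out of 38,463 sequences on the slide. Among single genes it gave fold changes of −6.05 for PR2, −11.95 for CYP81F4, −12.36 for UF3GT, −16.79 for ANAC090, 25.48 for At4g36850, 8.63 for BT2 and 2.41 for ADH1, with a negative sign for lower expression in aphid-fed leaves.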

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

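The tests of slide, of repeated extracts, of clock time, of leaf age and of the reference were chosen after the result was seen. Those of ratio compression, dye bias and sample splits were written before, though the array pairs that the compression test compares were set after the data were seen. Of 150 results, 4 had 1 array far from the others. The limit used would mark about 1 in 20 sets of 4 independent arrays, which these paired arrays are not.

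Array 1 stood apart for AT2G14247, at a log2 ratio of 4.12 against 3.56 to 3.62 on the other arrays (a gap of 0.894 of the range). Array 4 stood apart in the median of the flavonoid and anthocyanin list, at -1.82 against -1.90 to -1.89 (0.882), and in that of the phloem markers, at 0.18 against 0.28 to 0.29 (0.977). On array 3, 250 red spots were saturated against 166 to 177 on the others (0.869). Outside the gene-level comparison, 42 probes without a locus name passed the thresholds (largest log2 ratio -3.79), which is 0.374% of such probes against 5.49% of probes with a locus name.

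The arrays resembled each other in pairs. The 2 arrays of the shared slide correlated at 0.796, against 0.966 for arrays 1 and 3, which lay on different slides and were scanned on different days. This argues against slide or scan day as the cause. The SD of the log2 ratios was smaller on arrays 2 and 4 (0.47 and 0.47) than on arrays 1 and 3 (0.58 and 0.59), so some compression stays open. As the whole cause it is argued against, since the mean log2 ratio explained a share of 0.150 of the variance of the difference between pairs. The largest spread within a pair was 1.45 times that of repeated spots, so a candidate explanation is that each pair holds one set of RNA extracts hybridised again, and the study's methods mention technical replicates. What separates the pairs, plants or RNA preparation or labelling, stays open.

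Calls rest on arrays with one dye orientation. A second probe of 21 called genes, apart from the first, gave a median of 0.905 of its log2 ratio (quartiles 0.757 and 0.956), and over 0.5 of it for 19 of them, which argues against dye bias of single probe sequences as the main source for those 19. For RPL15 and UGE5 the second probe gave -0.019 and -0.0094, so that bias of the called probe stays open for these 2. A bias that belongs to a transcript, and so to all its probes, stays open. With the 4 arrays taken as separate there are 8 splits of signs, too few for a share under 0.05: the real one called 1422 genes, the highest other 0, and 1 of the 8 reached the real value. For gene lists the real value was 28 and the highest other 26, again reached by 1 of the 8.

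By the list test with a preset correlation, defence and anthocyanin lists were lower while SAUR and expansin lists were higher. A difference in clock time between the leaf sets stays open: none of the 17 clock genes was called and the median farthest from 0 was -0.33, but the members go both ways, and the evening list stood at 0.61 with median centring only (adjusted p = 0.041). Markers of dividing and young leaf cells had a median of 0.57 together with lower senescence genes, so younger leaves in the aphid-fed sets may account for part of the pattern, and this stays open. The senescence list shares RD26 and HAI1 with the abscisic acid and dehydration list, so the falls of these lists are not fully separate. Jasmonate metabolism genes had a median of -1.18, which a rise in the punctured reference leaves or a fall under aphids would both give, and the design does not separate these without undamaged leaves. A response to aphid feeding stays among the open explanations.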

How the results depend on the processing

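The averaged pairs, the blocks for pair and scan day and the test of every probe were chosen after seeing the data. A random block for slide could not be fitted, since 1 slide alone held more than 1 array. Of 104 named genes, 75 kept their call and 101 their direction in every setting, and of 38 lists 33 kept the direction of the test. The list medians kept their sign in every setting for 30. With saturated spots left out, the photosynthesis list and GAPC2 could give no value. More genes were called without the offset (1001 higher), with the scanner software's processed signals (1508 higher, 1430 lower), with the authors' deposited value table (1309 higher) and without a fold threshold (5068 higher, 4407 lower). The last tests less, and the cause of the others was not tested. With median centring only, 3057 were higher and 325 lower, and 90.4% of calls were higher against 46.4%, with the median of all genes at 0.34. With the processed signals that median was -0.11. With the estimated correlation 0 lists passed the threshold, where 28 passed before and 33 by fry. The loss included lists whose estimate lay below the preset correlation, and its cause was not tested. Without single replicates, 600 to 760 genes were higher, 665 to 849 lower and 27 to 29 lists shifted. No other setting moved a count by over 1.5 times. As independent samples without the replicate block the channels gave 635 higher and 733 lower genes and 29 lists, the pair block 660 and 765, the scan day block 653 and 757, and every probe as its own unit 685 and 798. The 14 named genes lost with the pairs averaged are IMS2, AOC1, PAD3, IAA5, XTH16, XTH24, SEN1, RD26, HAI1, YSL1, AT1G21140, GSTU4, PDF1 and XCP2. The cause of reversals was not tested. UBP6 had -0.0061 with plain subtraction, -0.012 without offset, and -0.021 and -0.016 without replicate 1 and 3, against 0.027 and 0.028 without replicate 2 and 4. With median centring only, values turned for GAPC2 (0.50), PRR9 (0.094) and the medians of photosynthesis (0.30), morning clock (0.16), evening clock (0.61), ethylene and jasmonate together (0.27), touch and calcium (0.23) and aliphatic glucosinolates (0.0032). The direction of the camera test turned while the median kept its sign for salicylate (0.61) and trichome (0.14) in that setting, for trichome with probes well above background (0.039) and without replicate 1 (0.049, against 0.068 and -0.00026 without replicate 3 and 4), and for the evening clock with processed signals (-0.089). Both turned for trichome with processed signals (-0.19) and with the value table (-0.0056). The shade median was -0.0053 with saturated spots left out, and -0.062 and -0.058 without replicate 2 and 4. By fry the test turned while the medians stayed: salicylate (median 0.10) was lower, past the threshold (adjusted p = 0.0095), and the evening clock (median -0.087) higher (0.56). Lists that lost their call were the epidermis markers in 6 settings, aliphatic glucosinolates, auxin metabolism, xyloglucan hydrolases and dark and sugar starvation with median centring only, iron storage and photosynthesis with processed signals, and photosynthesis by fry (0.18). Lists that gained one outside fry were gibberellin in 2 settings, UGT73 and UGT74 in 6, and ethylene and jasmonate with independent channels (0.033). Shade and the evening clock gained one with median centring only, the clock upward (0.041), where photosynthesis passed upward in place of downward (0.023). With median centring only, PAD3, GTR1, AT1G62540, EXLB1, HAI1, HSP90.1, AT1G21140, EDS5, GSTF7 and ADH1 lost their call. Depth limits 17 called genes whose damage channel and 5 whose aphid channel was not well above background on any array. Their fitted ratios are not themselves bounds: a lower bound was set apart, as described for AT2G14247.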

Other observations

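Among the 42 called probes without a locus name, 21 were higher and 21 lower. With every probe as its own unit, 1483 probes passed the study's thresholds.

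For AT4G36850, the fold here was 9.83. That is lower than the value quoted from the study above. For NAC090, called ANAC090 in the study, the fold here was 7.16 in the lower direction. That is smaller than the value quoted above. With the authors' deposited value table the fold was 25.5 for AT4G36850 and 16.8 in the lower direction for NAC090. Those equal the quoted values after rounding. With the same table the folds were 8.63 for BT2, and 6.05 for PR2, 12.0 for CYP81F4 and 12.4 for UF3GT in the lower direction. These too equal the quoted values after rounding.

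For ADH1, the log2 ratio here was -1.01. Its direction is opposite to the value quoted above. It was also below 0 in the authors' deposited value table, at -1.06, and on each of the 4 arrays.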
